A study of Mus musculus with 14 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

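The data were comparative genomic hybridization arrays of tail DNA from 1 non-irradiated family of mice, a sire, a dam and 5 offspring. The mice carried the strain label C57BL/6. Each mouse was hybridized against the same reference male DNA on 2 arrays with the dyes swapped, so there were 14 arrays of 7 mice. Per the labels, the 2 arrays of a mouse used the same DNA, and they were counted as 1 replicate.

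The authors scanned the arrays with Agilent Feature Extraction 10.7.1.1, which gave spot intensity values. Per the file headers, the processed intensity of each channel had been detrended, background-subtracted and dye-normalized by a linear factor without lowess. The deposited log10 ratio was that of the red (Cy5) over the green (Cy3) processed signal. The deposited table of the whole series held log2 ratios of reference over mouse. Their correlation with the scanner ratios ranged in size from 0.965 to 0.999 over the arrays, and the adjustment behind the remaining difference was not stated.

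From these files the log2 ratio of the processed signals was computed and turned to mouse over reference on every array. Control spots and spots marked by the software as non-uniform or as population outliers were left out (93 to 216 spots per array). Repeated spots of a probe were averaged, and each array was centred on the median of its autosomal probes. The medians before centring ranged from -0.0088 to 0.014, and no loess was applied. The number of arrays limits the precision. The noise of a single probe, scaled from the interquartile range of differences between neighbouring probes, was 0.107 to 0.138 per array. Of the 96194 probes, 446 were not well above background in the reference channel on every array, and these were kept except in an alternative.

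Slide and scan day were read from the headers. Slide 1 held the sire and dam, slide 2 held offspring 1 and 2, slide 3 held offspring 3 and 4, and slide 4 held offspring 5. The sire, the dam and offspring 1 and 2 were scanned on day 1 and the other 3 offspring on day 2. The offspring were not grouped by sex, which the labels did not give.

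A probe was positive when its log2 ratio was beyond 0.5 with the same sign on both arrays of a mouse. Positive probes of the same sign were chained into a region when they were within 3 probes and 10 kb of each other, with at least 2 probes. The first-screening calls were not used here, so any 2 probes could form a region, which is looser than the rule in the study's methods. A de novo candidate was a region in an offspring with no probe positive in the same direction in a parent. Chance was assessed with 100 simulated families in which every mouse had the mean ratio of the 7 mice and noise drawn from its own dye-swap differences. On simulated data, 97.5% of losses of -1 over 2 probes were found, 98.5% over 5 probes and 92.5% over 20 probes. Gains of 0.585 were found in 24% of cases over 2 probes, 76.5% over 5 and 99.5% over 20 (200 of each).

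Offspring and parents were compared at each probe with limma 3.58.1 in R 4.3.3, on the mean of the dye-swap ratios of each mouse. In 20 simulated draws with 200 changed probes, 6.83% of the calls were false at a change of 0.5 and 6.72% at a change of 1, slightly above the nominal level. Counts per mouse were compared by two-sided exact permutation tests of 5 offspring against 2 parents, in which 21 splits are possible. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

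The groups, the tests between groups, the calling rule and the alternatives were fixed before the data were examined, except a running mean over 5 probes, which was added afterwards. Most tests of explanations were also chosen after the results were seen. Regions were named by a rule fixed at the same time: up to 5 de novo candidates and up to 3 differences between dam and sire with the most probes, up to 3 regions positive in all 7 mice, and up to 3 probes with the smallest adjusted p under 0.05. No region and no probe met the last 2 criteria. The chromosome 3 region and the joined chromosome 4 interval fall outside that rule. The alternatives covered centring, normexp background correction with an offset of 50, the deposited log2 table, dim and marked spots, thresholds of 0.8 and 0.3, single dye orientations, the mean of the pair, the region rule, the parents' side of the rule, slide as a block, other units of the fit and leaving out each mouse. The normexp alternative had been planned on mean signals and was run on the median signals of spot and background.

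Positions are those of the file headers, on mm9. The annotation at hand was of another build, so gene names were not used here, and positions were not converted. A planned comparison with the regions that the study listed for other families was not run for the same reason.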

Results

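DNA copy number was measured in 7 mice of 1 family by comparative genomic hybridization on a custom tiling array. The family held 1 sire, 1 dam and 5 offspring, and none of the mice had been irradiated (0 Gy). Tail DNA of each mouse was hybridized against DNA of 1 reference male mouse on 2 arrays with the dyes exchanged, which gave 14 arrays on 4 slides. The array was built for a second screening, in which regions that had been positive in a sparser first screening were tiled densely. It carried 96194 different probes, of which 96143 were autosomal, 48 were on the X chromosome and 3 were on the Y chromosome. The autosomal probes formed 5927 tiles of probes no more than 1 kb apart, with a median spacing of 80 bp within tiles. Of these tiles, 3941 held a single probe and 1855 held 6 or more. Signal to noise per channel ranged from 97.1 to 149 over the arrays, and no spot was saturated. The sire and the dam were single mice, so each of their values came from 1 animal measured on both dye-swap arrays.

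The first question was how large the technical error was, since a probe was called only when both dye-swap arrays showed the change. The error was taken as the SD over autosomal probes of the difference between a mouse's dye-swap log2 ratios divided by 2. It was 0.116 in the sire, 0.117 in the dam, 0.123 in offspring 1, 0.122 in offspring 2, 0.146 in offspring 3, 0.142 in offspring 4 and 0.123 in offspring 5. The offspring mean was 0.131 ± 0.0118 (SD, n = 5) and the parents' mean was 0.116 ± 0.0011 (SD, n = 2). Of the 21 possible splits this was the most extreme in its direction (two-sided exact permutation test, p = 0.0952, the smallest this design allows; Benjamini-Hochberg adjusted p = 0.286 over 6 measures), so the design could not reach significance. The parents shared 1 slide with each other and no slide with the offspring. On the scan day they shared with the parents, offspring 1 and offspring 2 also lay above both parents. Over all autosomal probes, Pearson's r between the dye-swap ratios of a mouse ranged from -0.0037 in offspring 4 to 0.24 in the sire. This r is across probes, which are not independent replicates.

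The X and Y probes were read in the parents, whose sex was labelled. The median log2 ratio to the male reference over the X probes was 0.032 in the sire and 0.94 in the dam. Over the 3 Y probes the median was -0.017 in the sire and -2.75 in the dam. Among the offspring, whose sex was not given by the labels, the X median was 0.014 in offspring 1, 0.93 in offspring 2, 0.97 in offspring 3, 0.93 in offspring 4 and 0.93 in offspring 5. Their Y medians were -0.038, -2.38, -2.29, -2.33 and -2.47 in the same order. Alternatives were run for the dam's medians only. Of the 3 run for each, normexp background correction moved them most, to 0.85 over the X probes and -1.46 over the Y probes.

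**Figure D1:**
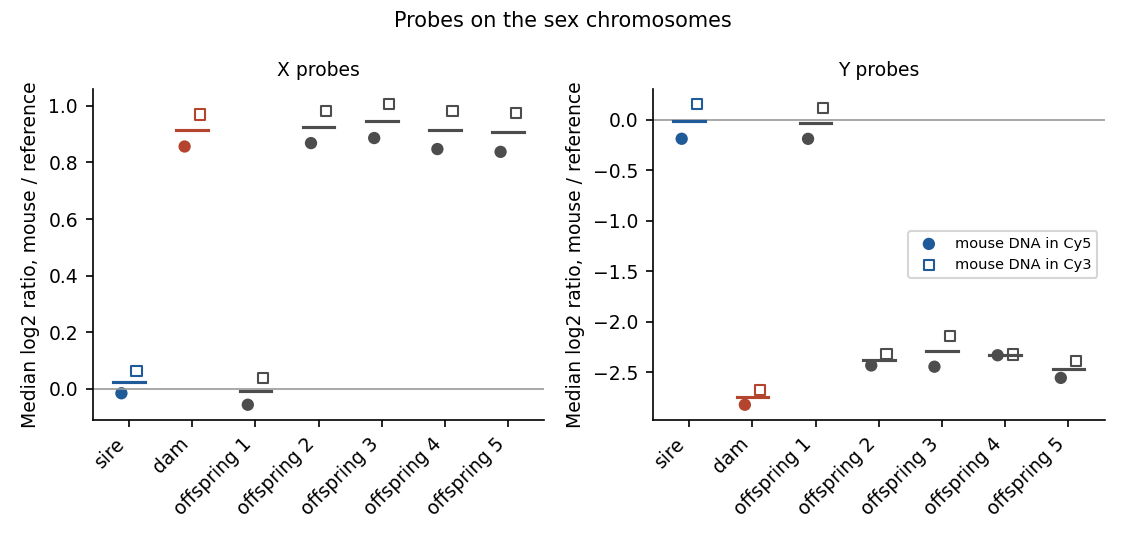
Median log2 ratio of mouse over reference (vertical axes) over the X probes and over the Y probes in each of the 7 mice. Filled circles are arrays with the mouse DNA in Cy5, open squares are arrays with it in Cy3, and bars are the mean of both array medians; offspring 1 lay beside the sire in both panels, and the other 4 offspring lay beside the dam.

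Positive probes were those with a log2 ratio beyond 0.5 and of the same sign on both arrays of a mouse. There were 6818 positive calls over the 7 mice. The sire had 1200 gains and 373 losses, and the dam had 7 gains and 590 losses. The offspring had 319 gains and 557 losses, 292 and 380, 397 and 872, 303 and 499, and 343 and 686, in the order of offspring 1 to 5. The mean number per mouse was 929.6 ± 229 in the offspring (SD, n = 5) and 1085 ± 690 in the parents (SD, n = 2), a difference within the spread of the parents (two-sided exact permutation test, p = 0.667). The alternative with the largest fold change in the total was a threshold of 0.8, which gave 2621.

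A positive region needed at least 2 positive probes of the same sign, each within 3 probes and 10 kb of the next. There were 713 regions over the 7 mice, and 442 of them had 2 probes. The sire had 43 regions and the dam had 48. The offspring had 149, 92, 177, 85 and 119, with a mean of 124.4 ± 38.7 (SD, n = 5) against 45.5 ± 3.54 in the parents (SD, n = 2). All 5 offspring lay above both parents (two-sided exact permutation test, p = 0.0952, the smallest this design allows; adjusted p = 0.286), which did not reach significance. On the scan day shared with the parents, offspring 1 and offspring 2 also lay above both. Much of this difference came from 1 gain on chromosome 4 that was near the threshold in the offspring. It was called as 66 to 85 separate regions in each offspring and as 7 in the sire. Regions of loss did not separate the generations, with 68, 18, 92, 18 and 38 in offspring 1 to 5, 36 in the sire and 48 in the dam. A threshold of 0.8 changed the total by the largest fold, to 160.

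The dam was compared with the sire because the reference cancels in this difference. With 1 mouse each, no test was made. The ratio differed by more than 0.5 in both dye orientations at 1430 probes, with the dam higher at 28 and lower at 1402. They formed 8 regions, all lower in the dam, of which 5 were on chromosome 4, 1 on chromosome 3 and 2 on chromosome 14. The alternative with the largest fold change in the number of regions was a threshold of 0.8, which gave 63. Positions are on the mouse build mm9. The 3 regions with the most probes were on chromosome 4. The first ran from 101197961 to 101270967 with 601 probes and a dam minus sire difference of -0.91. The second ran from 101109089 to 101136323 with 205 probes and a difference of -0.86, and the third from 101154724 to 101185588 with 192 probes and a difference of -0.91.

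The chromosome 4 regions were joined into 1 interval, from 101109089 to 101270967, after their values were seen. Its 1344 probes covered 161879 bp. The mean log2 ratio was 0.85 in the sire and 0.0095 in the dam. In the offspring it was 0.47, 0.47, 0.51, 0.50 and 0.47, with a mean of 0.49 ± 0.017 (SD, n = 5), so every offspring lay between the parents. On the linear scale the offspring mean was 1.40 ± 0.0161 (SD, n = 5), and the mean of the parents was 1.41. The dye-swap arrays of a mouse differed by at most 0.087.

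The chromosome 3 region was also singled out after its values were seen. It ran from 25416456 to 25456288 and held 149 probes. The mean log2 ratio was 0.027 in the sire and -1.93 in the dam. It was -0.0033 in offspring 1, -1.89 in offspring 2, -1.90 in offspring 3, -1.91 in offspring 4 and -1.89 in offspring 5. The dye-swap arrays of a mouse differed by at most 0.066. The offspring with a low ratio here were those with a raised X ratio.

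**Figure D2:**
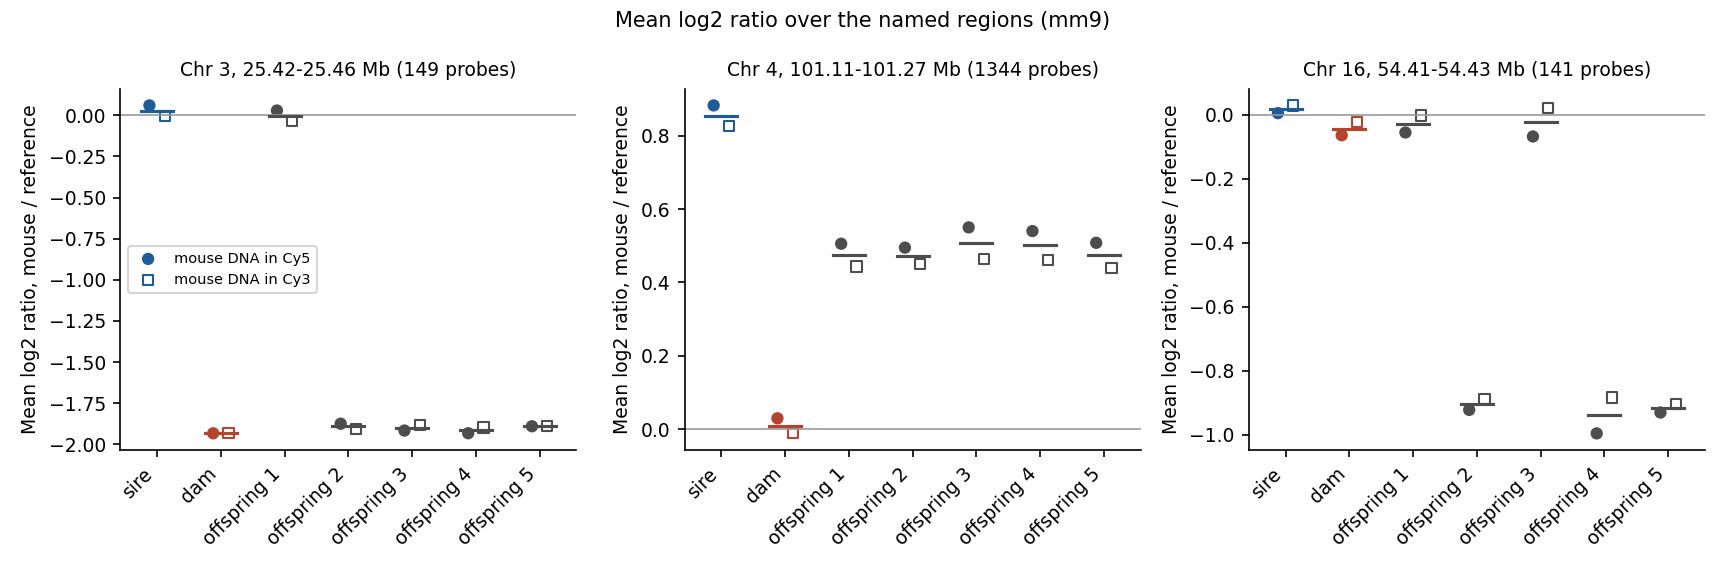
Mean log2 ratio of mouse over reference (vertical axes) in each of the 7 mice over the named regions of chromosomes 3, 4 and 16. Filled circles are arrays with the mouse DNA in Cy5, open squares are arrays with it in Cy3, and bars are their mean; the offspring lay between the parents on chromosome 4, and offspring 2, 4 and 5 lay below both parents on chromosome 16.

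The family design asks which changes were present in an offspring and in neither parent. A de novo candidate was a region called in an offspring in which no positive probe was positive with the same sign in a parent. The regions of all offspring were merged into 28 candidates, of which 27 were losses and 1 was a gain. Of these, 18 had 2 probes, 9 had 3 or 4, and 1 was longer. Their lengths ran from 62 to 16600 bp with a median of 180.5 bp. There were 13 calls in offspring 1, 15 in offspring 2, 17 in offspring 3, 2 in offspring 4 and 12 in offspring 5. Families were simulated in which all mice had the same ratio at each probe and differed only by dye-swap noise. These gave a mean of 21.6 candidates (range 11 to 33), and 8 of 100 had at least 28. The merged number was within the simulated range, which does not measure noise alone. Giving every mouse the mean of all mice placed both parents near the offspring's ratio on chromosome 4, close to the threshold. The measured ratios there were 0.85 in the sire and 0.0095 in the dam. Where the simulated candidates lay was not examined, so the merged number cannot decide about noise at the observed candidates. The calls summed over the offspring were 59, above the simulated range of 14 to 40. Offspring 2 had 15 calls against at most 9 in a simulated family, and offspring 3 had 17 against at most 14. The calls of offspring 1, 4 and 5 lay within their simulated ranges of 1 to 15, 2 to 13 and 1 to 12, but near the ends. Only 1 of 100 families had as many calls as offspring 1, and 1 of 100 as many as offspring 5. All 100 had at least as many as offspring 4. Candidates of 3 or more probes numbered 10, which 3 of 100 simulated families reached. The number called in at least 2 offspring was 18, above the simulated range of 1 to 8. The largest fold change in the number of candidates came from the Cy5 arrays alone, which gave 189. No candidate was tested by an independent method here. At 2 candidates, singled out after their values were seen, the dam and the offspring with a raised X ratio had similar ratios, although the dam was not called. The only gain, on chromosome 8 from 102192469 to 102199837, had 0.52 in the dam, -0.0017 in the sire and -0.18, 0.67, 0.54, 0.68 and 0.70 in offspring 1 to 5. A loss on chromosome 14 from 61812146 to 61812269 had -0.45 in the dam, 0.059 in the sire and 0.019, -0.45, -0.53, -0.42 and -0.45 in the offspring.

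The longest candidate lay on chromosome 16 from 54408739 to 54425338, a span of 16600 bp with 141 probes, of which 136 were positive in an offspring. The nearest probes outside it ended at 54408616 and started at 54435988. Over the 141 probes the mean log2 ratio was -0.91 in offspring 2, -0.94 in offspring 4 and -0.92 in offspring 5. It was -0.028 in offspring 1, -0.023 in offspring 3, 0.018 in the sire and -0.043 in the dam. The dye-swap arrays of a mouse differed by at most 0.11. The longest candidate in the simulated families had 11 probes. With a threshold of 0.3, the mean of the dye-swap pair or the Cy5 arrays alone, the region left the list of candidates, because 1 or 2 of its probes were then positive in the sire, and 1 in the dam in the first and last of these.

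**Figure D3:**
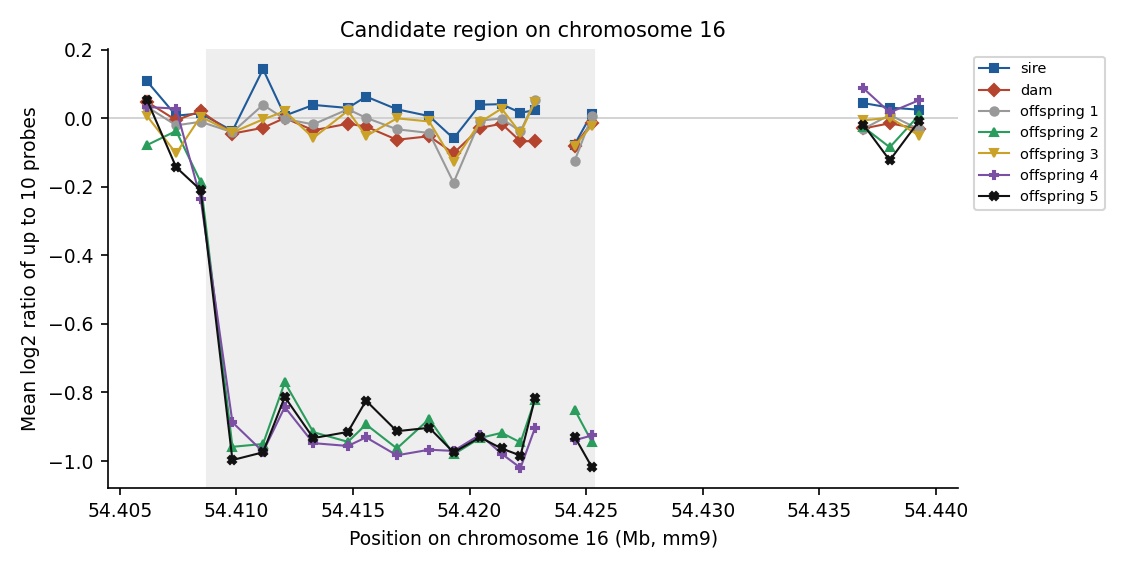
Mean log2 ratio of mouse over reference (vertical axis) of up to 10 neighbouring probes along chromosome 16 (horizontal axis, Mb), 1 line per mouse, broken where probes were more than 1 kb apart. The shaded span is the candidate region, in which the mean was -0.91, -0.94 and -0.92 in offspring 2, 4 and 5, and between -0.043 and 0.018 in the other 4 mice.

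The next 4 candidates by number of probes had 4 probes each. On chromosome 16 from 54211978 to 54212610, the mean log2 ratio was -0.58, -0.69, -0.59, -0.0013 and -0.50 in offspring 1 to 5, 0.10 in the sire and -0.038 in the dam. On chromosome 14 from 12331552 to 12332017, it was -0.65, -0.66, -0.63, -0.13 and -0.63 in the offspring, 0.038 in the sire and -0.072 in the dam. On chromosome 19 from 26171565 to 26172038, it was -0.45, -0.64, -0.58, -0.27 and -0.31, with 0.027 in the sire and -0.076 in the dam. On chromosome 15 from 3165808 to 3166285, it was -0.50, -0.63, -0.62, -0.14 and -0.57, with 0.0061 in the sire and -0.032 in the dam. Candidates of this length or longer also arose in the simulated families. Where those lay was not examined, so length alone does not decide about noise at these regions.

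Sharing within the family was then counted, since all ratios used 1 reference DNA and a difference in that DNA would appear in all 7 mice. The regions of the 7 mice merged into 122, of which 114 were losses and 8 were gains. No region was positive in all 7 mice, while the simulated families with common ratios gave a mean of 28.1 (range 21 to 37). There were 61 regions that were called in no parent, 18 called in the dam and not the sire, 13 in the sire and not the dam, and 30 in both parents. These classes rest on calls. At some regions called in 1 parent the other parent's mean ratio was also beyond the threshold, so the classes are not all differences between the parents. Of the 61, 28 were de novo candidates. In the other 33 a parent had a positive probe but no region, and at 26 of these both parents had a mean ratio beyond the threshold, so a region missing from the parents was often not a difference from them. The largest fold change in the number in both parents came from requiring 3 probes, which gave 1. Of the 13 in the sire and not the dam, 6 were positive in all 5 offspring, and all 6 were pieces of the chromosome 4 gain. Of the 30 in both parents, 29 were positive in at least 1 offspring and 0 were positive in all 5. Without offspring 2, 9 regions were positive in all remaining mice.

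The 30 regions positive in both parents were all losses, on 17 chromosomes. Of these, 24 had 2 probes, and their median length was 82.5 bp (range 61 to 1161 bp). The median of the region means was -0.80 in the sire and -0.84 in the dam. In offspring 1 to 5 it was -0.95, -0.0037, -1.02, -0.63 and -0.68. Of the 30 regions, 28 were called in offspring 1, 0 in offspring 2, 29 in offspring 3, 12 in offspring 4 and 17 in offspring 5.

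**Figure D4:**
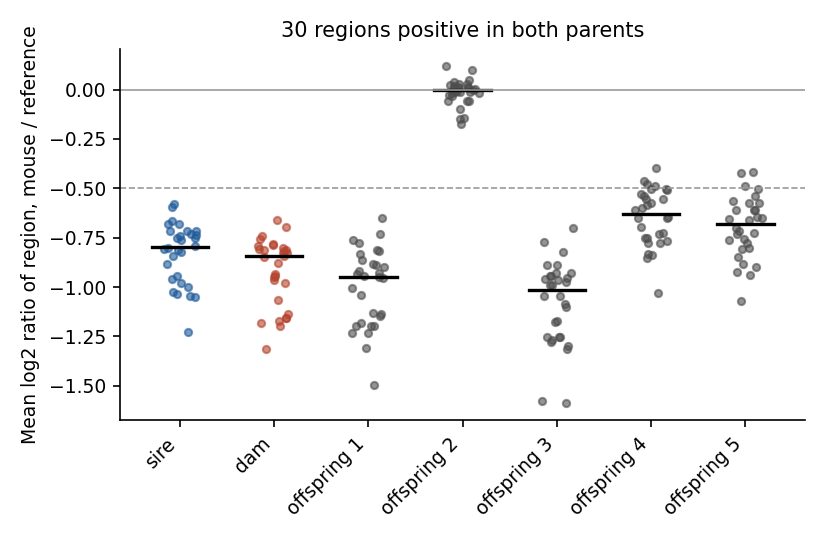
Mean log2 ratio of mouse over reference (vertical axis) at the 30 regions positive in both parents, 1 point per region in each of the 7 mice. Black bars are medians and the dashed line is the threshold of -0.5; the median was -0.0037 in offspring 2 and between -1.02 and -0.63 in the other mice.

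The offspring were finally compared with the parents at each autosomal probe. With limma, 0 of 96143 probes passed a Benjamini-Hochberg adjusted p of 0.05, and 6602 (6.87%) had an unadjusted p under 0.05. The smallest adjusted p was 0.232. With slide as a random block, limma called 1 probe. Single mice decided this result: without the sire there were 1103 calls, of which 1046 lay in the chromosome 4 interval, and without the dam there were 1068, of which 891 lay there. Without offspring 4 there were 61 calls. On simulated data with the same spread, the fit recovered 93.1% of 200 probes changed by 0.5 and 98.9% of those changed by 1.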

Values the study reported

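The study reported de novo deletions in 7.1% of the non-irradiated offspring (11 of 156 mice) and in 20.4% of the offspring of irradiated sires (29 of 142 mice). These were deletions that quantitative PCR had supported after array hybridization, over many families. In a separate set of mice with many changes, it reported between 9 and 108 candidate deletions per mouse on the arrays.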

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

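Over the 5 offspring, 21 measures were examined for a mouse standing apart from its siblings, and 8 showed one. Chance alone marks about 1 in 20 groups, and several of the 8 rest on the same mice and are not independent. All tests in this part except that of threshold noise over all candidates were chosen after the result was seen.

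Offspring 1 stood apart in 3 measures. Its X median was 0.014 where the others lay between 0.93 and 0.97, its Y median was -0.038 where the others lay between -2.47 and -2.29, and its mean over the chromosome 3 region was -0.0033 where the others lay between -1.91 and -1.89. On chromosome 3, an autosomal deletion inherited from the dam was argued against, because with a sire near 0 an offspring could carry at most 1 deleted copy, near -1, and the highest ratio among the 4 offspring with the loss was -1.89. A candidate explanation is that the probes also bind copies on a sex chromosome. Among tiles of at least 6 probes, and outside the regions of chromosomes 3 and 4, 4 further tiles had a dam minus sire difference beyond 0.2, 3 on chromosome 8 and 1 on chromosome 14. All 4 sorted the offspring as the X probes did, where chance gives 0.0313 for each, although the 3 tiles on chromosome 8 are neighbours. The only gain among the de novo candidates lies at these chromosome 8 tiles and 1 of the short losses lies in the chromosome 14 tile, so both are open to the same explanation. No sequence was compared, so this stays a hypothesis. The study selected sex-linked probes for its first-screening array to determine the sex of the mice. Read in that way, offspring 1 lay with the sire as a male and the other 4 with the dam as females. The labels give no sex for the offspring to set against this reading. An exchange of offspring 1 with another mouse was not tested.

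Offspring 5 had 96055 probes measured on both arrays, where the others had between 96119 and 96140. Its array with the mouse in Cy3 had 216 marked spots, the most of any array. Marked spots were left out, so the lower number follows from how probes were kept. No biological explanation was tested.

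Offspring 4 stood apart at short candidate losses. Its median over the 26 losses of under 10 probes was -0.13, where the other offspring lay between -0.64 and -0.59. The same held at 3 of the named regions, with -0.0013 at 54211978 on chromosome 16, -0.13 at 12331552 on chromosome 14 and -0.14 at 3165808 on chromosome 15. These 3 regions are among the 26. The merged number of candidates cannot decide about threshold noise around ratios common to the family. It was reached in 8 of 100 simulated families, but these placed both parents near the threshold on chromosome 4. That noise was argued against as the whole source, as the calls summed over the offspring were 59 where no simulated family had over 40, and 18 candidates were called in at least 2 offspring where none had over 8. The 26 losses held different patterns. At 17 of them neither parent was below -0.25, and offspring 4 was the least negative offspring at all 17, with a median of -0.070 where the other 4 offspring had medians between -0.67 and -0.59. Separate new deletions were argued against there, since separate events would vary from region to region. At the other 9 a parent was below -0.25, with a median of -0.42 in the sire and -0.48 in the dam, and offspring 2 was the least negative at 7 of them. These 9 were set apart by the parents' ratio, so they cannot decide about new deletions. All 26 were chosen by calls in the offspring, and the split by the parents' ratio was made after their values were seen. A property of each mouse's DNA extract stays open, and no biological explanation was tested for it.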

How the results depend on the processing

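Of 119 alternative values of the main results, 76 stayed within 1.5 times the main count or within the spread of the measure, and 43 moved. No called value changed sign. The running mean of 5 probes was chosen after the data were seen, and the other alternatives were planned. Unless stated, the cause was not tested.

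Centring, the deposited log2 table, dim probes and marked spots left the counts of probes, regions, de novo candidates, shared regions, dam against sire and limma calls within 1.5 times. Normexp moved the de novo candidates from 28 to 12, the dam's X median from 0.94 to 0.85 and its Y median from -2.75 to -1.46. It adds an offset to both channels, which draws ratios toward 0.

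The threshold had a large effect, as a stricter or looser one calls fewer or more probes by construction. Against 6818 positive probes there were 2621 at 0.8 and 14598 at 0.3. Against 713 regions there were 160 and 1226, against 28 de novo candidates 7 and 64, and against 30 regions in both parents 6 and 85. Regions in all mice went from 0 to 3 at 0.3. Regions between dam and sire went from 8 to 63 at 0.8, of which 61 lay in the chromosome 4 interval, and to 34 at 0.3.

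The mean of the dye-swap pair gave 10648 positive probes, 47 de novo candidates, 47 regions in both parents and 1 in all mice. The Cy5 arrays alone gave 15446 probes, 1475 regions, 189 de novo candidates, 74 regions in both parents, 3 in all mice and 27 between dam and sire. The Cy3 arrays alone gave 11813, 1136, 124, 47, 3 and 17 in the same order. A single array lets through noise that the pair rule removes.

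Requiring 3 probes gave 271 regions, 9 de novo candidates and 1 region in both parents, and the running mean gave 309, 16 and 2. Requiring 3 probes removes regions of 2 probes by construction, and these were most of the calls. Which regions the running mean removed was not examined. A gap of 1 kb gave 13 regions between dam and sire. Counting a parent as a carrier beyond 0.25 left 18 de novo candidates.

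Over the alternatives that recompute it, the mean ratio of the chromosome 16 loss ran from -0.92 to -0.78 in offspring 2, from -0.996 to -0.789 in offspring 4 and from -0.93 to -0.79 in offspring 5, with normexp the nearest to 0 in each. At a threshold of 0.8 its longest piece had 54 probes. It left the candidates at 0.3, with the mean of the pair and with the Cy5 arrays alone, where 1 or 2 of its probes were positive in the sire. In the first and last of these 1 was also positive in the dam. The rule drops a region for a single such probe.

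Leaving out each offspring in turn gave 0 to 9 regions in all mice, with 9 without offspring 2. For limma's comparison of offspring with parents, leaving out each mouse gave 0 to 1103 calls, with 1103 without the sire, 1068 without the dam and 61 without offspring 4. A lone parent is assumed to vary like the offspring. Slide as a random block gave 1 call, with 16234 probes at an unadjusted p under 0.05, and a block correlation of -0.438. The fit to 14 arrays gave 0 calls (7508 unadjusted) and that to tile means 0 of 5927 (472 unadjusted). Of these tiles, 3941 held a single probe.

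No paired analysis was possible because both parents were common to all the offspring of this single family. Signal to noise was at least 97.1 in each channel. Among the simulated changes, gains of 0.585 over 2 probes were found least often, in 24% of cases. Short length was a limit for these gains and not for the simulated losses, most of which were found over 2 probes too. Other limits, such as the single family, were not compared with this one.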

Other observations

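The tests of the tissue state at collection, of the reference DNA and of scan day were written before their results were seen. The other tests in this part were chosen after the result was seen.

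The dam's tail was sampled at euthanasia and those of the other mice after natural death. Tissue state was expected to leave the dam with the lowest dye-swap error. The dam had 0.117, the sire was slightly lower at 0.116, and all 5 offspring were above the dam, from 0.122 to 0.146. The parents differed by less than the SD over the offspring, 0.0118, and the dam was the only mouse sampled at euthanasia, so tissue state was left open.

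Offspring did not resemble each other by scan day. After the mean of each probe was removed, the mean correlation within a day minus that between days was -0.112 (-0.313 against -0.202), and 9 of the 10 splits of the 5 offspring gave a value as large. The correlations are across probes, which are not independent replicates.

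The loss on chromosome 16 was seen in offspring 2, 4 and 5 and in neither parent at the calling threshold. Threshold noise was argued against, as the longest candidate in 100 simulated families had 11 probes. Copies on a sex chromosome were argued against, since offspring 3 had a raised X ratio and a mean of -0.023 in the region. A single DNA extract under 3 names was argued against, since offspring 2 and offspring 4 differed by 0.63 at the regions positive in both parents. A loss carried in part of the dam's tail cells may contribute. The dam's mean was -0.043, and 1.19% of 670 windows of 141 probes had a lower mean in the dam, against 86.4% in the sire, 15.1% in offspring 1 and 31.3% in offspring 3. The dam minus offspring 3 was lower in 1.19% of windows, and the dam minus offspring 1 in 5.67%. This cannot be told apart from local variation in ratio, and a loss confined to germ cells of either parent could not be seen in tail DNA. A dam sample taken from another mouse was also left open. Among tiles of at least 6 probes with a dam minus sire difference beyond 0.2, 0 outside chromosome 4 failed to follow the X probes, so such tiles left no autosomal marker of the dam to test in the offspring. Shorter regions were not used as markers. A loss that arose in a parental germ line and reached 3 siblings is 1 hypothesis among these, and it was not tested. The lists of supported changes in the study's text name no mouse of a family with the letter T, if its names and the labels follow the same scheme, which leaves a doubt about this loss that these arrays alone do not settle.

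The gain on chromosome 4 lay near the middle of the parents in every offspring. On the linear scale the offspring mean was 1.40 and the mean of the parents was 1.41, which is consistent with extra copies on both homologues of the sire. The test could have come out otherwise, with offspring at the ratio of either parent. Copies on 1 homologue alone were argued against, because the highest offspring ratio was 0.51 where the sire had 0.85. Copies on a sex chromosome were argued against by offspring 1, which had 0.47 as its siblings did. The gain was found and tested on the same data.

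The short losses in both parents varied between mice as a set. A difference of the reference DNA from the whole family would lower every mouse alike, and offspring 2 had a median of -0.0037 over the 30 regions. Inherited deletions at separate loci would vary from region to region, and offspring 2 was positive at 0 of the 30. Slide and scan day were argued against, since offspring 1 minus offspring 2, on 1 slide, was -0.94. Dim probes were argued against, since 0 of the 68 probes in these regions were dim by the software's mark, and lower signal short of that mark was not excluded. The state of each mouse's DNA extract may be the source and was not decided. Over the 7 mice, Spearman's rho of the median with the dye-swap error was -0.286 (exact permutation p = 0.556) and Pearson's r was -0.204 (exact permutation p = 0.682), and r was 0.278 without the 2 mice farthest from the median error. The probes low in both parents had a median percentile of 35.1 in reference signal.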
